A study of Mus musculus with 9 samples. Its data were reported in "mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells preceding antibody secretion" (2020).

How the data were processed

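RNA was sequenced from 9 libraries of splenic B-lineage cells from B6.Blimp1+/GFP mice, a strain in which green fluorescent protein (GFP) reports transcription of Prdm1, the gene that encodes Blimp1. The mice were 12 weeks old and were killed 4 days after an intraperitoneal injection of 50 µg NP-LPS, the hapten nitrophenyl coupled to bacterial lipopolysaccharide. Cells were sorted into 3 groups with 3 libraries each, and the group of every library was taken from its labels. Naive B cells were IgD high, B220 positive and did not bind NP. NP-specific B cells bound NP, had lost IgD and were negative for GFP and CD138. NP-specific plasma cells bound NP and were positive for GFP and CD138. Cells with markers of T cells, macrophages or erythroid cells were excluded in the sort. cDNA was made by a template-switching method from polyadenylated RNA and the libraries were prepared by tagmentation. Which sequencer read which library was not stated, so a sequencing batch could not be examined.

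The deposited TPM values, transcript abundances corrected for length and scaled to a fixed sum, were made by the authors, who pseudoaligned the reads with kallisto to mouse transcripts and summed the transcripts of each gene symbol. The genome build and transcript annotation were not stated. The deposited log2 values were made by the authors from the same estimates with voom, which gives log2 counts scaled to library size with an offset of 0.5 counts. Both kinds of value were given for a full table of 30317 genes and for a table of 29995 genes from which 322 immunoglobulin (Ig) genes had been left out. In the table without Ig genes, 99.95% of the 66149 values over a TPM of 5 in the full table lay within 1% of the full table's value times one factor per library. There were 4 genes that held at least 2 times more than that factor gives in all libraries of a group (Nav2, Gm17472, Gm20730 and RP24-350F17.4), and these are described with the closing observations.

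Depth was recovered from the deposited log2 values. All genes at a TPM of 0 share one log2 value per library, which corresponds to 0.5 counts and so gives the library size. For 7895 genes checked, the estimated count per TPM was the same in all 9 libraries up to one factor per library (largest SD of the log2 ratio 4.8e-11), and the recovered counts summed to between 0.999595 and 0.999888 of the library size. The libraries held 28958700 to 39341500 estimated reads in the full table and 20189900 to 38602300 in the table without Ig genes. A count of 3 was used as the floor of detection, and it covers counting error only, since reads without molecular identifiers are not independent molecules. The summed TPM of the genes in the full table was below the fixed sum in every library, and the difference was 6.22 to 6.33% of that sum in naive B cells, 8.70 to 9.71% in NP-specific B cells and 30.0 to 32.8% in plasma cells. In the table without Ig genes the difference was 5.41 to 5.56%, 4.79 to 5.09% and 4.80 to 5.45% of the sum, so most of the difference in plasma cells belonged to transcripts that were left out together with the Ig genes. These transcripts are not identified in the tables and were not analysed here. The lambda constant genes Iglc1 and Iglc3 are not among the listed genes, so the lambda share rests on Iglc2 alone.

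Differential expression was tested with limma (version 3.58.1, R 4.3.3), after the authors' description. TPM values of the table without Ig genes were passed to voom, scaled to the column sum, and fitted with all 9 libraries in one model with 3 group means and no block. Genes with a TPM of at least 1 in at least 3 libraries were tested (12892 genes). A log2 change is thus on the scale of log2 (TPM + 0.5), which understates the change of genes with low values. P-values were adjusted by the Benjamini-Hochberg method. A gene was counted as different with an adjusted p-value under 0.05 and a fold change over 2. For differences between any 2 of the 3 groups, an adjusted p-value under 0.01 was used with a log2 change of at least 3 and, as a separate count, with a fold change over 3. Lists of genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 6 tests. The B cell-activating list (24 genes) and the PC-inductive list (33 genes) of the unfolded protein response (UPR) were defined in the study on other samples. The study drew both from UPR genes that were higher in bone marrow plasma cells than in follicular B cells. It then divided them by their expression in cultured B cells. The lists share no library with those tested here, but a rise in plasma cells was favoured by their selection. The study's hallmark gene sets were not used here. Shares of TPM were compared with a two-sided exact permutation test of the difference of means, for which 3 libraries against 3 cannot give a p-value under 0.1.

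Genes were named by a rule fixed before the data were examined, as were the tests, the lists of UPR genes and most alternatives. The rule took the sort markers and regulators of B and plasma cell identity, the UPR genes that the study discusses, the Ig constant genes, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among genes past both thresholds whose groups did not overlap and whose higher group had a mean TPM of at least 10. Not every gene that the rule took is described. Genes named outside the rule are identified as such. Coordinates were taken from GENCODE mouse release M21 (GRCm38), in which 51 of the 52 genes examined by name were found, and they are given for orientation because the authors' annotation may differ. Gm9769 was the gene without a match.

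Libraries of one group were compared before averaging. The correlation of log2 values across genes was 0.980 to 0.982 among naive libraries, 0.966 to 0.968 among NP-specific B cell libraries and 0.954 to 0.975 among plasma cell libraries. It was 0.802 to 0.932 between groups. At most 1.13% of values were identical between any pair of libraries, so all 9 were counted as separate. The series description names 3 mice as the replicates of the cell types, which was read as all 3 cell types coming from each mouse although this is not stated outright, so libraries with the same replicate number were treated as pairs, although the labels do not state which number belongs to which mouse. The deviations of same-number libraries from their group means were correlated at between -0.07 and 0.07 across genes, and 0 of the 9 same-number pairs exceeded 0.1. The design without a block was kept for the reported values, after the authors' description, and the fit with the replicate number as a block was an alternative.

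The scripts were tested on simulated data with noise drawn from the fitted model. Of 12635 tested genes, 200 with a mean TPM of at least 10 were changed by well over the 2-fold threshold. The 30 tested genes of the PC-inductive list were doubled besides. Of the 200 genes, 197 (98.5%) were recovered. Outside these and that list 7 genes were counted, and 0 genes were counted in the comparison without a change. The recovery does not cover weaker changes or genes with low values. Alternatives covered the full table with Ig genes, other offsets without weights, median-of-ratios scaling, quantile normalization, filters on low TPM, the authors' log2 values, a fit of only the 6 libraries compared, a replicate block, array quality weights, each library left out in turn, other set tests (camera with an estimated correlation, fry, and fgsea version 1.28.0), and other definitions of the Ig genes and of the lambda share. Lists of marker genes were summed per library to look for RNA of other cells. Lists for T cells (15 genes), macrophages (15), erythroid cells (10), neutrophils (10) and proliferation (30) were written before the data were examined. Lists for hepatocytes (20 genes whose values had been seen and 20 whose values had not), kidney (10), small intestine (10) and pancreas (10) were written after liver transcripts had been seen in a library.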

Results

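Gene expression was measured by RNA-seq in naive B cells, NP-specific activated B cells and NP-specific plasma cells (PCs) sorted from mouse spleen 4 days after immunization with NP-LPS. Each group had 3 libraries. Naive libraries held 29009400 to 32335400 estimated reads (rounded to 6 digits), NP-specific B cell libraries 35644500 to 39341500 and PC libraries 28958700 to 32768500. Without Ig genes the PC libraries held 20189900 to 22137400. A TPM above 0 was recorded for 24196 to 25169 genes in naive libraries, for 18372 to 22176 genes in NP-specific B cell libraries and for 19978 to 22811 genes in PC libraries. Values below are TPM from the table without Ig genes, as mean ± SD of 3 libraries, unless the Ig genes themselves are described, and adjusted p-values are from limma.

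The first question was how the libraries reflect the sort, which separated cells by NP binding, IgD, CD138 and the Blimp1 reporter. Ig genes took 5.32% ± 0.0669 (SD, n = 3) of TPM in naive B cells, 5.87% ± 0.526 in NP-specific B cells and 40.8% ± 2.57 in PCs. The libraries of naive and NP-specific B cells overlapped in this share (exact permutation p = 0.3, in a design that cannot give less than 0.1), but the share implied by the rescaling between the tables was 6.32 to 6.49% in naive libraries and 9.64 to 11.6% in NP-specific B cell libraries. In PC libraries the implied share was 70.0 to 72.2%. The share of TPM taken by Ig genes was higher in all 3 PC libraries than in any library of the other groups (exact permutation p = 0.1 in both comparisons, the smallest value that the design allows). Counting only genes with Ig segment names gave 39.2% in PCs. The surface-IgD gene Ighd (chromosome 12, 113406604 to 113416324) had a TPM of 2843 ± 54.3 in naive B cells, 40.3 ± 2.39 in NP-specific B cells and 0.704 ± 0.486 in PCs. Ighm (chromosome 12, 113418558 to 113422730) had 4482 ± 134, 5239 ± 422 and 47717 ± 2731. Of the switched isotypes, Ighg3 had a TPM of 7.63 ± 0.603 in naive B cells, 454.2 ± 30 in NP-specific B cells and 1706 ± 520 in PCs, and Ighg2b had 11.4 ± 1.59, 1522 ± 273 and 1235 ± 320. Ighg2c reached 163.0 ± 90.8 in NP-specific B cells and 572 ± 647 in PCs, where a single library had 1300. Ighg1 was at 1.60 ± 0.746 in NP-specific B cells and at 0.107, 0.194 and 55.0 in the 3 PC libraries, so its PC mean rests on replicate 3. Igha had a TPM of 4.54 ± 0.828, 5.43 ± 2.01 and 201.5 ± 145, and the mean of Ighe was under 1 in every group. Igj, the joining chain gene now named Jchain, rose from 3.03 ± 1.73 in naive B cells to 370.0 ± 96.0 in NP-specific B cells and 15717 ± 1318 in PCs. The constant genes share sequence, and the division of reads among them rests on the authors' pseudoalignment.

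NP-binding receptors of this mouse background often carry a lambda light chain, so the lambda share of light-chain constant-region TPM was computed from Iglc2 (chromosome 16, 19198396 to 19200351) and Igkc (chromosome 6, 70726435 to 70726966). The share was 16.0% ± 0.43 (SD, n = 3) in naive B cells, 61.5% ± 9.52 in NP-specific B cells and 57.2% ± 13.4 in PCs. Both NP-binding groups lay above the naive group in every library (exact permutation p = 0.1, the smallest possible), and their libraries overlapped with each other (exact permutation p = 0.6). The values depended on the definition, since all lambda over all lambda and kappa segments gave 13.8%, 85.4% and 87.9%. That is higher in both NP-binding groups and lower in naive B cells. Iglc1 and Iglc3 are not among the listed genes, so the share from Iglc2 leaves out their transcripts and may understate lambda. Mean TPM of Igkc was 18730 ± 294 in naive B cells, 4012 ± 1393 in NP-specific B cells and 19205 ± 6466 in PCs, and that of Iglc2 was 3556 ± 125, 6233 ± 562 and 25714 ± 8093.

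**Figure D1:**
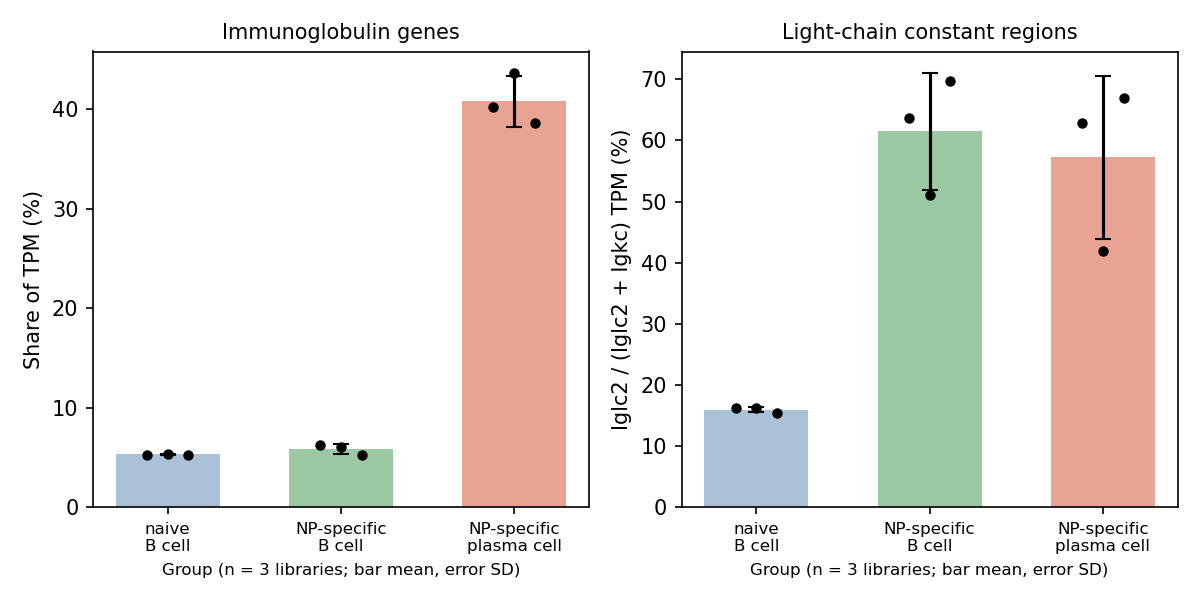
Share of TPM taken by Ig genes (left) and Iglc2 as a share of Iglc2 plus Igkc TPM (right), in percent, for each of the 3 groups; bars are means, error bars SD and points the 3 libraries. The Ig share is 40.8% in plasma cells against 5.32% and 5.87% in the other groups. The Iglc2 share, which leaves out Iglc1 and Iglc3, is 61.5% and 57.2% in the NP-binding groups against 16.0% in naive B cells.

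Transcripts of the sort markers and of regulators of B cell and PC identity were compared next. Prdm1 (chromosome 10, 44437177 to 44528501) had a TPM of 2.50 ± 0.659 in naive B cells, 4.76 ± 2.19 in NP-specific B cells and 98.2 ± 19.0 in PCs. It was higher in PCs than in naive B cells by a log2 change of 5.04 ± 0.32 (SE, limma adjusted p = 2.5e-07) and than in NP-specific B cells by 4.29. Sdc1 (chromosome 12, 8771323 to 8793715), which encodes CD138, had 7.02 ± 2.33, 0.943 ± 0.744 and 290.2 ± 34. It fell by 2.52 on the log2 scale in NP-specific B cells against naive B cells (limma adjusted p = 0.00212) and rose by 5.32 in PCs against naive B cells. Xbp1 (chromosome 11, 5520659 to 5525893) had 118.9 ± 7.67, 156.0 ± 12.9 and 4174 ± 427, with a log2 change of 5.12 ± 0.11 in PCs against naive B cells (limma adjusted p = 1.0e-10) and of 4.74 against NP-specific B cells. Irf4 was lower in NP-specific B cells than in naive B cells by a log2 change of -1.20 (limma adjusted p = 0.00555), and without NP-specific B cell replicate 1 the change was -0.92 and no longer over 2-fold. Irf4 was higher in PCs than in naive B cells by 2.12 and than in NP-specific B cells by 3.31. Among B cell regulators, Pax5 changed by -6.20, Bach2 by -4.61 and Bcl6 by -5.42 on the log2 scale in PCs against naive B cells. Against NP-specific B cells the changes were -5.50, -3.92 and -4.02. Bcl6 alone of these passed both thresholds in NP-specific B cells against naive B cells, with a log2 change of -1.40. Ptprc, which encodes the molecule that carries the B220 epitope, was lower in PCs than in naive B cells by -1.47 and than in NP-specific B cells by -1.53. Keeping Ig genes in the table moved most of the changes that involve PCs by more than any other alternative, for example that of Irf4 against naive B cells to 0.91, under 2-fold.

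**Figure D2:**
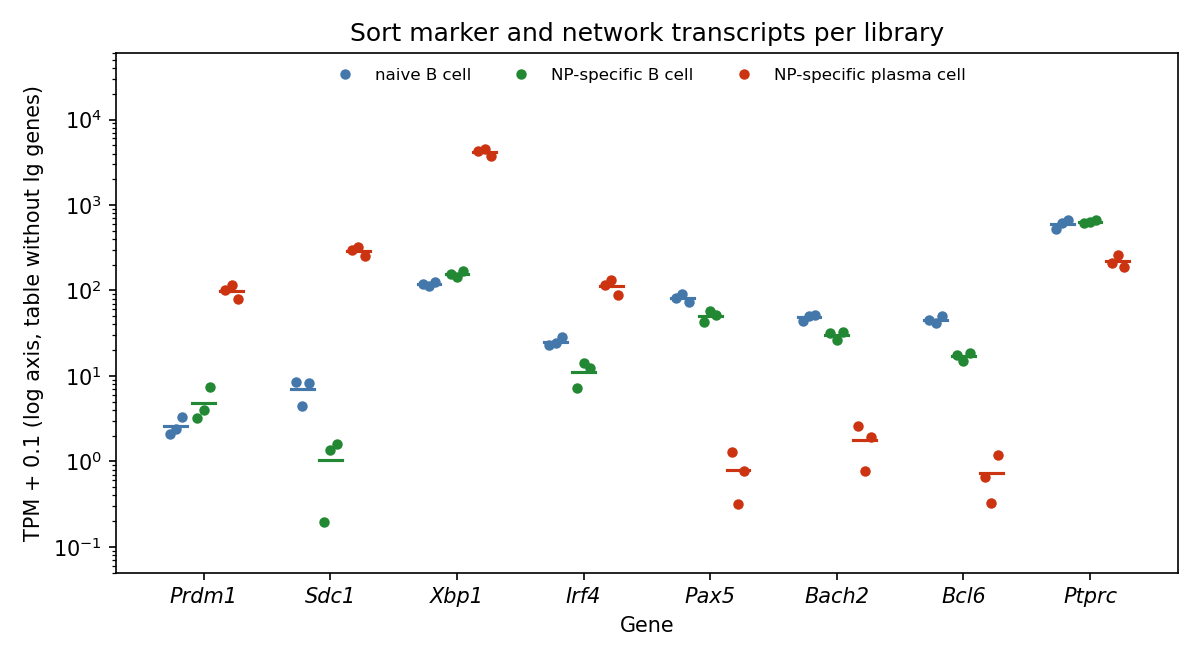
TPM + 0.1 (log axis, table without Ig genes) of 8 transcripts in each of the 9 libraries; points are libraries and horizontal lines are group means. Prdm1, Sdc1, Xbp1 and Irf4 are highest in the 3 plasma cell libraries, and Pax5, Bach2, Bcl6 and Ptprc are lowest in them.

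Genome-wide, 2388 of 12892 tested genes differed between NP-specific B cells and naive B cells, with 1048 higher and 1340 lower in NP-specific B cells. Between PCs and naive B cells 4870 genes differed, with 1473 higher and 3397 lower in PCs. Between PCs and NP-specific B cells 4150 genes differed, with 1280 higher and 2870 lower in PCs. Of all 12892 tested genes, 55.9%, 69.7% and 58.2%, respectively, had the 3 libraries of one group all above the 3 of the other, which chance gives for 10% of genes. The median log2 change of all tested genes was -0.16, -0.47 and -0.30 in the 3 comparisons. With median-of-ratios scaling, the median shifted by 0.41 in PCs against naive B cells, where 2141 genes were then higher and 2010 lower. It shifted by 0.44 in PCs against NP-specific B cells, where 2124 were then higher and 1675 lower. With quantile normalization the shifts were 0.40 and 0.30, and the split was 2063 higher and 2047 lower in PCs against naive B cells, 1795 higher and 1843 lower in PCs against NP-specific B cells, and 1157 higher and 976 lower in NP-specific B cells against naive B cells. The excess of lower genes in PCs therefore depended on the scaling. The count of genes moved most when Ig genes were kept in the table, to 8494 between PCs and naive B cells and 7775 between PCs and NP-specific B cells. In NP-specific B cells against naive B cells it was 4471 with estimated counts in place of TPM and no filter, and 1179 (685 higher, 494 lower) with a mean TPM of at least 10 required.

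Of the genes that differed from naive B cells, 435 were higher and 741 lower in both NP-specific B cells and PCs, and 133 changed in opposite directions. In 20 simulations of unchanged groups against the same naive libraries at most 1 gene differed in either comparison, so the simulations give no reference for these numbers of shared genes. The log2 changes of both comparisons were correlated across genes at r = 0.443. The shared naive libraries alone gave a mean of 0.484 in the simulations. The simulated groups hold noise and no changed genes, so this mean is no reference for the observed correlation either.

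Between any 2 groups, 869 genes differed with a log2 change of at least 3, and 3347 genes with a fold change over 3. Of the 869 genes, 331 were highest in naive B cells and lowest in PCs, and 186 were highest in NP-specific B cells and lowest in PCs. PCs were highest and naive B cells lowest for 179 genes, and PCs highest and NP-specific B cells lowest for 100. For 68 genes NP-specific B cells were highest and naive B cells lowest. The 5 genes that were highest in naive B cells and lowest in NP-specific B cells were Crip3, Gad1, Gm29474, Tnik and Tsc22d1, named here after their values were seen.

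Among the largest rises in NP-specific B cells against naive B cells were those of Zbtb32 (chromosome 7, 30589681 to 30598909; log2 change 6.61 ± 0.19, limma adjusted p = 2.8e-08) and Hbb-bh1 (6.13 ± 0.55). Mean TPM of Zbtb32 was 2.77 ± 0.690 in naive B cells, 315.3 ± 14.8 in NP-specific B cells and 2.52 ± 0.301 in PCs. Hbb-bh1, an embryonic globin gene, had 0.473 ± 0.483 in naive B cells and 64.5 ± 21.4 in NP-specific B cells. The largest falls were those of Eif4a-ps4 (-4.80 ± 0.88), Gm9769 (-4.48 ± 0.93) and Nav2 (-4.39 ± 0.23). Eif4a-ps4 is a processed pseudogene with a TPM of 0, 22.3 and 0 in the 3 NP-specific B cell libraries, and Gm9769 had 0, 25.1 and 0, so replicate 2 sets both means, and reads shared with related genes leave both uncertain. The TPM of Nav2 in naive B cells was 95.9 ± 0.224 in the table without Ig genes and 5.32 ± 0.571 in the full table, where its log2 change was -0.84 and under 2-fold.

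In PCs against naive B cells the largest rises were those of Slpi (log2 change 10.48 ± 0.53, limma adjusted p = 3.9e-08), Tnfrsf17 (9.96 ± 0.59) and Pon3 (8.46 ± 0.35), and the largest falls those of Ms4a4c (-9.23 ± 0.35), H2-Oa (-8.95 ± 0.44) and Serpinb1a (-8.86 ± 0.29). Mean TPM of Slpi was 0.560 ± 0.481 in naive B cells and 1408 ± 102 in PCs. In PCs against NP-specific B cells the largest rises were those of Sdc1 (7.83 ± 0.43), Mt1 (7.72 ± 1.13) and Hid1 (6.98 ± 0.29), and the largest falls those of Serpinb1a (-8.45 ± 0.29), Ms4a4c (-8.31 ± 0.35) and Ltb (-7.84 ± 0.24). Mt1 had a TPM of 154.2 and 164.4 in PC replicates 1 and 2 and 554.7 in replicate 3, a library that also held liver transcripts.

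The study asked whether UPR genes rise in activated B cells before they become PCs, and its lists of B cell-activating and PC-inductive UPR genes were tested for this. In NP-specific B cells against naive B cells, the 23 tested genes of the B cell-activating list had a median log2 change of 0.08 and were not higher as a set (limma camera adjusted p = 0.148). Asns, Cks1b, Mthfd2 and Psat1 were the 4 genes higher and Hyou1 the 1 gene lower. Hyou1 and the list genes named here beyond the rule were chosen after their values were seen. The 32 tested genes of the PC-inductive list had a median of 0.23 and were not higher as a set (limma camera adjusted p = 0.148), with 0 genes higher and 2 lower (Fkbp14 and Wfs1). The study's volcano plots of these groups use a lower cut, a log2 change of at least 0.5 with an adjusted p under 0.05. At that cut Ssr1 (0.93), Hsp90b1 (0.84) and Aldh18a1 (0.69) of this list were higher. Eif4ebp1 (-0.80) and Calr (-0.70) joined the lower genes. Below the cut, Spcs3 (0.49), Tars (0.49), Spcs1 (0.45), Pdia6 (0.45), Xbp1 (0.38) and Herpud1 (0.36) of this list rose with a limma adjusted p under 0.05. Arfgap1 (-0.43) fell with a limma adjusted p under 0.05. In the B cell-activating list the cut added Cnot6 (0.90) as higher and Nfya (-0.94) as lower. Log2 changes were above 0 for 12 of the 23 genes and 18 of the 32 genes. The calls changed with the filter on low TPM, as without it both lists were higher as sets (adjusted p = 0.00387 and 0.00458), and the B cell-activating list was also higher with fry (0.0165) and fgsea (0.0381).

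Both lists were drawn from UPR genes that the study found higher in bone marrow PCs than in follicular B cells. Their rise in PCs was thus favoured by selection and is no independent test. In PCs against naive B cells the PC-inductive list had a median log2 change of 1.98 and was higher as a set (limma camera adjusted p = 1.3e-21), with 26 of 32 genes higher and 0 lower. In PCs against NP-specific B cells the median was 1.89 (limma camera adjusted p = 2.2e-23), with 25 genes higher and 0 lower. Both calls were kept under fry (5.2e-08 in each) and under an estimated correlation (0.0116 in each). The B cell-activating list had a median of 0.35 in PCs against naive B cells and was higher as a set (limma camera adjusted p = 0.00545), a call that was kept under fry (0.00226) but not under an estimated correlation (0.414). Its genes went both ways, with Asns, Atf6, Chac1, Cks1b and Hyou1 as the 5 higher and Ddit4, Gemin4 and Nfya as the 3 lower. In PCs against NP-specific B cells its median was 0.04 and the set did not differ (limma camera adjusted p = 0.0705), with 5 genes higher (Asns, Atf6, Chac1, Hyou1 and Slc1a4) and 3 lower (Cebpg, Ddit4 and Mthfd2). Without PC replicate 3 the adjusted p was 0.0256, past the threshold. Adjusted over the list alone, the counts were the same as over all genes for both lists, except that 26 genes of the PC-inductive list were higher in PCs than in NP-specific B cells. With Ig genes kept in the table, the median of the B cell-activating list was -0.90 in PCs against naive B cells (4 genes higher, 10 lower), where the median of all genes was -1.40, and 1 gene was higher and 10 lower against NP-specific B cells. The PC-inductive list then had 15 genes higher and 1 lower against naive B cells (median 1.13) and 15 higher and 0 lower against NP-specific B cells (median 1.25). Whether the lists differed from each other was not tested.

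**Figure D3:**
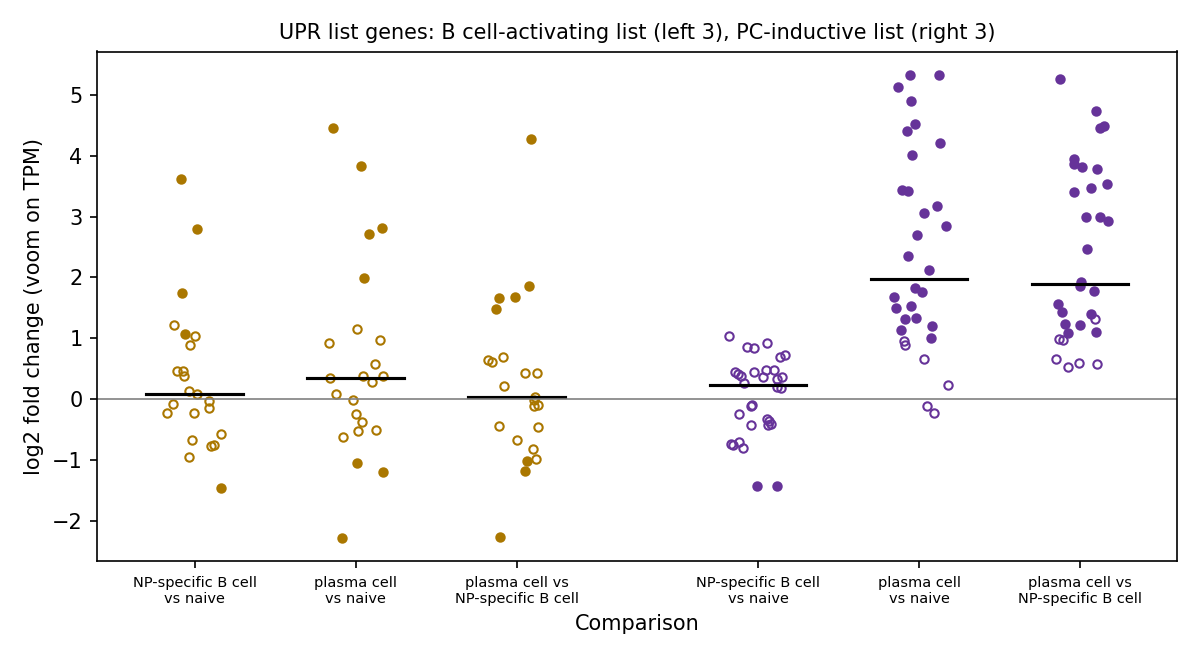
Log2 fold change of each tested gene of the B cell-activating UPR list (left, 23 genes) and the PC-inductive UPR list (right, 32 genes) in the 3 comparisons; filled points passed an adjusted p of 0.05 and a fold change of 2, and lines are medians. The PC-inductive list has medians of 1.98 and 1.89 in the comparisons with plasma cells and 0.23 in NP-specific B cells against naive B cells.

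Of the individual UPR genes, Ero1l (chromosome 14, 45283087 to 45318771) had a TPM of 10.8 ± 2.25 in naive B cells, 13 ± 1.28 in NP-specific B cells and 31.4 ± 4.13 in PCs. Its log2 change in NP-specific B cells against naive B cells was 0.27 ± 0.20 (limma adjusted p = 0.293). Ssr1 (chromosome 13, 37966605 to 37994217) had 22.3 ± 2.63, 43.5 ± 7.92 and 164.3 ± 6.41, and its change of 0.93 ± 0.16 (limma adjusted p = 0.00109) was just under 2-fold. It was just over 2-fold without NP-specific B cell replicate 2 (1.04) and without naive replicate 3 (1.02). Edem1 (chromosome 6, 108828641 to 108859356) had 21.8 ± 3.42, 45.5 ± 6.21 and 725 ± 331. Its change of 1.04 ± 0.50 in NP-specific B cells did not pass the threshold in the fit of all libraries (limma adjusted p = 0.118), but it did with the replicate block (1.06, adjusted p = 0.0244), in the fit of only the 6 libraries compared (1.04, adjusted p = 0.00156) and without PC replicate 3 (adjusted p = 0.000711). It also passed with the authors' log2 values (1.09, limma adjusted p = 0.0154) and with estimated counts (1.09, limma adjusted p = 0.0371). Offsets of 1 and 0.1 without weights gave passes too (1.02 and 1.05). Edem1 did not pass under the other alternatives, and across all of them its adjusted p ranged from 0.000711 to 0.578. PC replicate 3 had a TPM of 345 against 953 and 878 in the other PC libraries, which widened the shared estimate of spread. In PCs against naive B cells Ero1l, Ssr1 and Edem1 rose by 1.5, 2.85 and 4.89, and against NP-specific B cells by 1.24, 1.92 and 3.86, all past both thresholds. With Ig genes kept in the table Ero1l changed by 0.33 and 0.07 and Ssr1 against NP-specific B cells by 0.72, which did not pass. Changes in PCs of Asns (0.49) and Chac1 (0.56) against NP-specific B cells and of Atf6 against naive B cells (0.80) and NP-specific B cells (0.68) did not pass there either. Chac1 in NP-specific B cells against naive B cells was likewise not past the threshold (1.22 ± 0.59, limma adjusted p = 0.117). With the replicate block it was (1.27, adjusted p = 0.0437). It also passed with the authors' log2 values (2.22), with estimated counts (2.24) and with an offset of 0.1 and no weights (1.91). Further passes came from the fit of only the 6 libraries compared (1.22), with Ig genes kept (1.19) and without PC replicate 1 (1.22). The adjusted p of Chac1 ranged from 0.0147 to 0.276 across all alternatives. It was higher in PCs by 2.71 against naive B cells and by 1.49 against NP-specific B cells, and the latter change did not pass without NP-specific B cell replicate 2 (1.18, adjusted p = 0.0613, with a range from 0.00284 to 0.195 across all alternatives).

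The chaperone genes Hspa5 and Hsp90b1 had TPM of 512 ± 37 and 224.5 ± 34.9 in naive B cells, 585 ± 60.9 and 404.3 ± 47.1 in NP-specific B cells, and 4665 ± 394 and 9015 ± 473 in PCs. In NP-specific B cells against naive B cells, Hspa5 changed by 0.18 ± 0.11 (limma adjusted p = 0.198) and Hsp90b1 by 0.84 ± 0.12 (limma adjusted p = 0.000402), the latter under 2-fold. In PCs they changed by 3.18 and 5.33 against naive B cells and by 3.00 and 4.48 against NP-specific B cells. Pdia6 changed by 0.45, Dnajc3 by 0.42, Kdelr3 by 0.86 and Atf6 by 0.14 in NP-specific B cells, none of them past both thresholds, and by 3.44, 4.2, 5.32 and 2.00 in PCs against naive B cells. Against NP-specific B cells the changes in PCs were 2.99, 3.78, 4.46 and 1.86. In NP-specific B cells against naive B cells the change of Pdia6 passed the p-value threshold alone (limma adjusted p = 0.00739). Kdelr3 had a TPM of 0.12 ± 0.0573 in naive B cells and 0.630 ± 0.0844 in NP-specific B cells. With an offset of 0.1 in place of 0.5 and no weights its change was 1.78 and passed both thresholds. It also passed with quantile normalization (1.15), with the authors' log2 values (2.35) and with estimated counts, filtered or not (2.35 in each). Its limma adjusted p ranged from 0.00358 to 0.191 across all alternatives. The amino acid and one-carbon genes Asns, Mthfd2 and Psat1 rose in NP-specific B cells against naive B cells by 2.79 ± 0.40, 1.74 ± 0.15 and 1.07 ± 0.16 (limma adjusted p = 0.000342, 1.5e-05 and 0.000362). For Psat1 the change was 0.95 without naive replicate 3 and 0.997 without NP-specific B cell replicate 1, both under 2-fold. Asns was higher in PCs than in naive B cells by 4.45 and than in NP-specific B cells by 1.66, whereas Mthfd2 was lower there by -1.17, a change that was -0.74 with median-of-ratios scaling. Slc7a5 did not differ between NP-specific and naive B cells (0.46 ± 0.50, limma adjusted p = 0.482). Cks1b rose by 3.61 in NP-specific B cells and by 3.82 in PCs against naive B cells. Ddit4 did not differ between NP-specific and naive B cells (-0.02 ± 0.19, limma adjusted p = 0.934) and was lower in PCs than in naive B cells by -2.28 and than in NP-specific B cells by -2.26.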

Values the study reported

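The study reported 1840 genes as differentially expressed. Its figure legend places them between the 3 groups of naive B cells, NP-specific B cells and NP-specific plasma cells. That legend gives an adjusted p-value below 0.01 and a log2 fold change of at least 3. The study's text words the fold threshold as over 3-fold and places the genes in activated NP-specific B cells.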

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

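Voom on estimated counts recovered from the authors' log2 values, the same without a filter on low TPM, and fgsea without that filter were chosen after seeing the data. The other alternatives were chosen earlier.

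The counts of genes stayed within 1.5 times the reported value under median-of-ratios scaling, quantile normalization, other offsets, the authors' log2 values and array quality weights. They moved further under 4 settings. With a mean TPM of at least 10 required, fewer genes were tested and the counts were 1179 for NP-specific B cells against naive B cells (685 higher, 494 lower, so that more genes were higher than lower there, unlike in the reported split), 2965 for PCs against naive B cells, 2640 for PCs against NP-specific B cells, and 2029 over 3-fold between any 2 groups. With Ig genes kept in the table, 8494 genes differed between PCs and naive B cells (551 higher, 7943 lower) and 7775 between PCs and NP-specific B cells (420 higher, 7355 lower), with 1362 genes at a log2 change of at least 3 and 6828 over 3-fold between any 2 groups. With estimated counts, 1314 genes reached a log2 change of at least 3. With estimated counts and no filter, 4471 genes differed between NP-specific and naive B cells (1118 higher, 3353 lower), and 2001 reached a log2 change of at least 3.

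The B cell-activating list passed the threshold in NP-specific B cells against naive B cells without a filter (adjusted p = 0.00387), with estimated counts and no filter (0.00265), with fry (0.0165), with fgsea (0.0381) and with fgsea without a filter (0.00521). The PC-inductive list passed there without a filter (0.00458), with estimated counts and no filter (0.00653) and with fgsea without a filter (0.0470). For the B cell-activating list, the call in PCs against naive B cells was lost with an estimated correlation (0.414), and in PCs against NP-specific B cells a call was gained with a mean TPM of at least 10 (0.0375). The cause of the differences between set tests was not tested.

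Leaving out each of the 9 libraries gave 2096 to 2633 genes for NP-specific B cells against naive B cells, 4659 to 4985 for PCs against naive B cells and 3968 to 4391 for PCs against NP-specific B cells, and 858 to 946 and 3199 to 3538 genes between any 2 groups. The adjusted p of the B cell-activating list in PCs against NP-specific B cells ranged from 0.0256, without PC replicate 3, to 0.138. For the other list tests, no call changed when a library was left out.

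The Ig share moved by less than 1 SD with Ig segment names. The lambda share moved to 13.8%, 85.4% and 87.9% in naive B cells, NP-specific B cells and PCs when all lambda and kappa segments were counted.

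With replicates as a block, the pairing gave 2453, 4898 and 4238 genes in the 3 comparisons and 881 and 3406 between any 2 groups. Of the 2388, 4870 and 4150 genes reported, 2330, 4806 and 4114 were shared. The block changed the call of no list test, and among the 78 pairs of a gene and a comparison described next it changed the calls of Edem1 and Chac1 in NP-specific B cells against naive B cells and no other call. Of the list genes, 6 of the B cell-activating list were then higher in NP-specific B cells and 6 in PCs against naive B cells, and of the PC-inductive list 1 was higher in NP-specific B cells against naive B cells and 26 in PCs against NP-specific B cells.

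Alternatives were counted for 78 pairs of a gene taken by the rule and a comparison, of which 66 passed both thresholds. Of 1707 values of these pairs under alternatives, 1663 kept direction and side of the threshold, 15 were weaker, 21 stronger and 8 reversed. The changes under the table with Ig genes were 9 weaker and 1 stronger. Reversals occurred for Hspa5 and Ddit4 in NP-specific B cells against naive B cells, which did not differ in the reported fit. Hspa5 changed by -0.00976 with quantile normalization. Ddit4 changed by 0.0776 with quantile normalization, 0.0119 with the authors' log2 values, 0.00641 with estimated counts and 0.00692 with estimated counts and no filter, and by -0.182 to 0.0785 when each library was left out. The cause was not tested. A further 39 pairs were left out after it was seen which of them reversed. Of these, 11 reversed under some alternative and 0 of the 11 passed both thresholds.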

Other observations

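The tests of abundant and of barely detected genes, of scaling to the column sum, of the gene background of the set tests and of Nav2 against Ighd were chosen after the results were seen, and the liver and shared-sequence tests were chosen after the pattern that they examine was seen.

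The study's number of genes was compared with counts at both wordings of its threshold, each between any 2 groups. The scope that the study's text gives, activated NP-specific B cells, was not counted at these thresholds. With a log2 change of at least 3, 869 genes differed between any 2 groups. That is lower than the value quoted from the study above. The count was 1265 with an offset of 0.1 and no weights, 1288 with the authors' log2 values and 1314 with estimated counts, all lower too. Across the alternatives it ranged from 631, with a mean TPM of at least 10 required, to 2001, with estimated counts and no filter, the only alternative run that gave a higher count than the study's. With a fold change over 3, 3347 genes differed. That is higher than the value quoted from the study above. Of 100 splits drawn from 280 possible splits of the 9 libraries, the real split included, 1 gave as many genes at a log2 change of at least 3 and 1 as many over 3-fold, in both cases the real one. The highest counts in other splits were 571 and 1924. Other splits mix libraries of different groups, so they hold real differences and are no reference without a difference.

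For each pair of groups, the 6 libraries have 10 splits, so a share under 0.1 was out of reach. All splits but the real one mix both groups on both sides. The difference between the groups then adds to the spread within sides, so these splits are no reference without a difference. As many genes past the threshold came from 1 of the 10 splits in NP-specific B cells against naive B cells, 1 in PCs against naive B cells and 1 in PCs against NP-specific B cells, and other splits gave at most 1 gene. As small a camera p-value for the B cell-activating list came from 3, 4 and 4 of the 10 splits in these comparisons, and for the PC-inductive list from 3, 1 and 1. Of the 4 splits that part all 3 pairs of same-number libraries, 1, 2 and 2 gave as small a p-value for the B cell-activating list and 1, 1 and 1 for the PC-inductive list. The other 6 splits keep some pairs together.

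In the table without Ig genes, 4 genes (Nav2, Gm17472, Gm20730 and RP24-350F17.4) were at least 2 times above the value that rescaling of the full table gives, and 0 genes were as far below. Mean TPM in naive B cells was 95.9 ± 0.224 against 5.32 ± 0.571 in the full table for Nav2, 243 against 0.362 for Gm17472, 273 against 0 for Gm20730 and 66.9 against 0.990 for RP24-350F17.4. Of the 4 genes, 3 passed both thresholds in NP-specific B cells against naive B cells, 1 in PCs against naive B cells and 2 in PCs against NP-specific B cells. A candidate explanation is that reads of Ig transcripts were assigned to these genes once Ig genes had been left out. Of the 4 genes, 3 share a stretch of 31 bases with an Ig transcript, against 1 of 12311 other tested genes. Gm17472 and Gm20730 are themselves annotated as Ig genes, and they were compared with other Ig genes only after their annotation was seen. Transcripts annotated as Ig were left out of the 12311 genes, so the contrast is like for like for Nav2 alone. RP24-350F17.4 had no match in the annotation. Nav2 shares 1 stretch with Ighd, and its gain came to 3.17% ± 0.0457 of the TPM of Ighd in naive B cells and 2.90% ± 0.560 in NP-specific B cells. In PCs Ighd was near 0 and the ratio is not informative. The fall of Nav2 in NP-specific B cells may therefore follow the loss of Ighd. Part of it stays open, as the log2 change in the full table was -0.84.

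PC replicate 3 held transcripts of liver genes. Apoa2 had a TPM of 2682 there and at most 25.2 in the other libraries, Apoc1 2309 and at most 3.49, and Alb 660 and at most 0.494. In that library 194 genes had a TPM above 10 and at least 8 times that of both other PC libraries, and they made up 2.29% of its TPM, while the corresponding number in any other library was at most 7. Of the 194 genes, 8 were counted as higher in PCs than in naive B cells and 6 as higher than in NP-specific B cells. A candidate source is RNA from liver cells. Of 20 hepatocyte genes whose values had not been seen, 19 were at least 8 times higher there than in each other library, with a median TPM of 25.3, and 2 to 5 of the 20 reached a TPM of 1 in the other libraries. All 20 hepatocyte genes whose values had been seen were as far above, at 1.26% of TPM. Of 30 genes of kidney, small intestine and pancreas 1 was as far above, which argues against these organs. Whether the RNA entered at dissection, sorting or library preparation stays open, and no biological explanation was tested.

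Lists of other cell types were summed in TPM per library. The macrophage list came to 1580 in PC replicate 3, of which Apoe, also a liver gene, gave 1135, and to 237 to 406 elsewhere. Other genes of that list were higher there too, with C1qa at 7.24 against at most 0.5, C1qb at 15.9 against at most 1.18, C1qc at 12.6 against at most 1.02 and Lyz2 at 48.2 against at most 11.6, so RNA of macrophages in that library was not excluded. The neutrophil list came to 142 there, of which Lcn2 gave 97.0, 63.5 in NP-specific B cell replicate 2 and 8.20 to 19.3 elsewhere. The erythroid list came to 9.43 to 40.5 in the 9 libraries. The T cell list came to 59.2 to 68.3 in naive B cells, 28.1 to 66.0 in NP-specific B cells and 5.40 to 10.9 in PCs. Of these sums, Lck alone gave 49.5 to 56.7, 20.4 to 53.7 and 0.264 to 0.995. The kidney, small intestine and pancreas lists came to 1.84 to 4.07, 8.05 to 84.8 and 1.83 to 6.21. All 30 genes of the proliferation list were higher in NP-specific B cells than in naive B cells with a median log2 change of 3.42, 23 were higher in PCs than in naive B cells with a median of 2.54, and 8 were lower in PCs than in NP-specific B cells with a median of -0.57.

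Of the 869 genes, 105 were lowest in NP-specific B cells, with a median TPM of 3.88 in naive B cells against 23.4 for the other genes. With estimated counts and no filter there were 920 of 2001, of which 642 had a highest group mean under a TPM of 1. Lower complexity of the NP-specific B cell libraries is a candidate explanation. Of the 3 NP-specific B cell libraries, 2 detected fewer genes than every library of both other groups, which leaves the explanation open for the 105 genes as a whole. It stays open for abundant genes too. The 9010 genes with at least 100 estimated counts in naive B cells and PCs had a median log2 change of -0.0767 in NP-specific B cells against naive B cells, but a median near 0 over genes that go both ways does not decide it, and the 56 of the 105 genes among them had a median of -0.77. For barely detected genes it stays open, since the 15415 genes that the filter removes had a median of -1.43 there with estimated counts and of 0.96 in PCs against NP-specific B cells. A biological difference between the groups is also open and was not tested apart from this.

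The UPR lists passed the threshold in NP-specific B cells only where barely detected genes were kept or another set test was used. A candidate explanation for the former is a lower background. The genes that the filter removes had a median log2 change of -0.27 against naive B cells, whereas the medians of the lists were 0.06 and 0.19 without the filter and 0.08 and 0.23 with it.

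The numbers of higher and lower genes in PCs depended on which transcripts set the scale. With Ig genes in the table, 7943 genes were lower in PCs than in naive B cells, which follows from the dilution of other genes by Ig transcripts in TPM and is no test of it. With median-of-ratios scaling of the table without Ig genes, 51.6% of the genes that differed were higher in PCs. That scaling centres the median, so the near-even split is set by it and does not show where the excess of lower genes comes from. These values hold no measure of total RNA per cell, and an absolute fall or rise stays open.

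The Ig share depended on how it was computed. By estimated reads it was 1.85%, 1.86% and 32.1% in naive B cells, NP-specific B cells and PCs, and the share implied by the rescaling between the tables was 6.39%, 10.5% and 70.8%. TPM outside the listed genes came to 6.27%, 9.08% and 31.5%.

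Ighv1-72 (chromosome 12, 115757984 to 115758461) and Iglv1 (chromosome 16, 19085017 to 19085500) were chosen after their values were seen. Ighv1-72 took 3.20% ± 0.280 (SD, n = 3) of the TPM of 170 Ighv genes in naive B cells, 57.3% ± 4.28 in NP-specific B cells and 61.0% ± 2.81 in PCs. It ranked 7 to 10 in naive libraries and 1 in all 6 libraries of NP-binding cells. Iglv1 had a TPM of 1420 ± 53.8, 30943 ± 4632 and 212146 ± 15496.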
